A study of Homo sapiens with 9 samples. Its data were reported in "Dynamic chromatin architecture identifies new autoimmune-associated enhancers for IL2 and novel genes regulating CD4+ T cell activation" (2024).

How the data were processed

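Open chromatin was profiled by ATAC-seq in naïve CD4+ T cells of 3 human donors. Cells were unstimulated or had been stimulated for 8 h or 24 h with beads carrying antibodies against CD3 and CD28. Each donor gave 1 library per condition, so that 9 libraries fell into 3 groups of 3. Groups and donors were taken from the sample titles.

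The upstream steps are known from the methods of the study and the submitters' processing notes. The authors ran the ENCODE ATAC-seq pipeline, in which paired-end reads were aligned to hg19 with Bowtie2 and duplicates were removed. MACS2 then called narrow peaks in each replicate with settings that centre the signal on the transposase insertion. Blacklisted regions were dropped, and peaks found in at least 2 replicates were merged into a single consensus set of open chromatin regions (OCRs). SAMtools 1.11 and deepTools 3.5.1 are named in the submitters' processing notes. The tool that counted reads in OCRs is not given in the sources used here.

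The deposited long table held the read count of every OCR in every library as whole numbers, together with an FPKM value that the authors derived from it. Each FPKM equalled the count divided by OCR width and by the total of that library over all OCRs, so it carried no further correction and was not used in any test. For each pair of conditions the authors also deposited a table with a log2 fold change, an average log2 CPM, a score (the quasi-likelihood F statistic), a p-value and an adjusted p-value per OCR. Those tables came from edgeR with scaling factors that csaw computed over wide background bins, and OCRs of low abundance were removed. Such factors need the alignments and could not be recomputed from counts in OCRs. The authors' deposited tables served only as an alternative here.

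The consensus set held 181093 OCRs with a median width of 398 bp (range 150 to 3803 bp) that covered 3.16% of the genome. The 230 OCRs on chromosome Y were left out of every step, library totals included, which left 180863. No OCR ended beyond its GRCh37 chromosome, no pair overlapped, and 0 columns or samples in the tables lacked a match. Reads in OCRs numbered 5.12 to 16.6 M per library with a median of 16 reads per OCR and library. Replicates of a group were separate donors, and counts of replicate pairs differed by 1.91 to 3.83 times the variance that counting alone would give (chi-square per degree of freedom), so none was a repeat deposit.

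Differential accessibility was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3. OCRs with a CPM above 1 in at least 2 libraries were kept (170767 tested, 10096 removed). Counts were scaled with TMM factors, and a quasi-likelihood negative binomial model with a term for each group was fitted to all 9 libraries (glmQLFit, 6 residual degrees of freedom, common dispersion 0.0449, prior degrees of freedom 35.8). Contrasts were tested two-sided with glmQLFTest, and p-values were adjusted by the Benjamini-Hochberg method over all OCRs tested. An OCR was called opened or closed at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the study. CPM values are given as mean ± SD over the 3 libraries of a group, after TMM scaling. Floors and limits on counts of 0 cover counting error only, and the reads carry no molecular identifiers. Intervals on medians and odds ratios describe variation over OCRs and not between donors.

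OCRs were placed in hg19 with GENCODE gene models mapped to GRCh37, using 55882 transcription start sites (TSSs) of 19798 protein-coding genes. Coordinates are those of the deposited tables. A promoter OCR overlapped the window from 1500 bp upstream to 500 bp downstream of a TSS (19783 OCRs, 10.9%). Of all OCRs, 52.7% were intergenic, 40.5% intronic, 4.41% in a UTR and 2.39% in a coding exon. The median distance to the nearest TSS was 51410 bp. An OCR was linked to the gene of its nearest protein-coding TSS within 100 kb, which is a rule of proximity and not a measured contact.

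The following choices were made before the data were examined: the fit, the thresholds, the gene lists, the motifs, the alternative settings listed below and the rule for named OCRs. That rule named the 10 opened and 10 closed OCRs of largest absolute log2 fold change for 8 h against unstimulated and for 24 h against 8 h, and 5 and 5 for 24 h against unstimulated, among OCRs with a mean CPM of at least 5 that moved the same way in all 3 donors. OCRs whose nearest gene is XIST were skipped. It also named up to 4 called linked OCRs of smallest adjusted p per gene list (at most 1 per gene), all OCRs at the promoters of 17 chosen genes, and all tested OCRs from the IL2 TSS to 150 kb upstream. Together these were 255 OCRs.

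The gene lists were naive and quiescence; activation and costimulatory receptors; cytokines and chemokines; AP-1 and other bZIP factors; NFAT, NF-kB, IRF, STAT, EGR, NR4A and MYC; helper lineage factors; T cell receptor and lineage identity; cell cycle and DNA replication; glycolysis and amino acid transport; unfolded protein response; interferon response; housekeeping; and the genes the study shows as examples. Markers of other cells formed 5 further lists (B cell, monocyte and dendritic, NK and CD8 T, memory and effector T, erythroid and platelet). Each list was tested with camera in limma 3.58.1 on the linked OCRs at a preset correlation of 0.01, adjusted over the 18 lists of a comparison, and again with the correlation estimated per list. Camera compares the linked OCRs of a list with all other tested OCRs.

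Promoter and distal OCRs were compared with a two-sided Fisher's exact test per direction. The same test compared the share of called and of uncalled OCRs that held an exact consensus of each of 19 transcription factor motifs on either strand, adjusted over motifs and directions. OCRs are not independent replicates, so these p-values describe the OCR sets and not the donors. Overlaps between comparisons that share libraries were set beside the overlap of independent lists and beside 20 simulations of unchanged groups.

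The fit was tested on simulated data with 200 changed OCRs among 170767. For 8 h against unstimulated it recovered 67% of 4-fold and 81% of 8-fold changes with 10 false calls. For 24 h against 8 h it recovered 72% of 4-fold and 88% of 8-fold changes with 9 false calls. The planted changes were few, balanced between gains and losses, and free of any abundance trend or donor effect. The simulation therefore did not test the scaling, and its rates need not hold for the data. In the motif test, 0 of 95 tests on 5 shuffled label sets were called, and a planted odds ratio of 2.25 came back as 2.12. Python 3.11.15 with pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for tables, motif searches and plots.

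The libraries of different groups are paired because the titles name the same 3 donors in each. Deviations from the group means correlated between libraries of the same donor at -0.054 to 0.176 (median 0.075, 4 of 9 pairs over 0.1) and between libraries of different donors at -0.223 to 0.143 (median -0.0315). Since the study's model names no donor term, a donor block was an alternative.

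Alternative settings fixed beforehand were DESeq2 1.42.0, library size alone, TMM on the OCRs below the median abundance, no low-count filter, only the 76427 OCRs that the authors tested, only the 6 libraries compared, the donor block, leaving out each library, other call thresholds, links within 20 kb or at promoters only, a promoter window of 1 kb on each side, promoters and distal OCRs matched within deciles of mean CPM, motif backgrounds matched within deciles of GC content and width, motifs in the central 200 bp, and the authors' deposited tables at the same nominal thresholds. The p-values of those tables fit a larger denominator degrees of freedom than the fit used here, so equal thresholds do not make the tests equal. Added after seeing the data were a scaling to the authors' fold changes, the same on the authors' tested OCRs, removal of the trend of fold change with abundance by a loess curve per library, and thinning of every library to 5.12 M reads.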

Results

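Naïve CD4+ T cells, helper T cells that have not met antigen, were compared before and after stimulation through the T cell receptor (CD3) and its costimulatory receptor CD28. ATAC-seq reads mark DNA that a transposase could reach, so the read count of an open chromatin region (OCR) measures its accessibility. There were 9 libraries, with 3 donors each unstimulated, at 8 h and at 24 h of stimulation. Reads in OCRs averaged 7.68 ± 2.27 M in unstimulated libraries (SD, n = 3; range 5.12 to 9.46), 13.8 ± 3.59 M at 8 h (9.79 to 16.6) and 10.0 ± 3.38 M at 24 h (7.25 to 13.8). Of 180863 OCRs, 170767 were tested. Libraries grouped by time, with Pearson correlations of log2 CPM across OCRs of 0.906 to 0.947 within groups and 0.703 to 0.927 between groups. OCRs are not independent replicates.

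**Figure D1:**
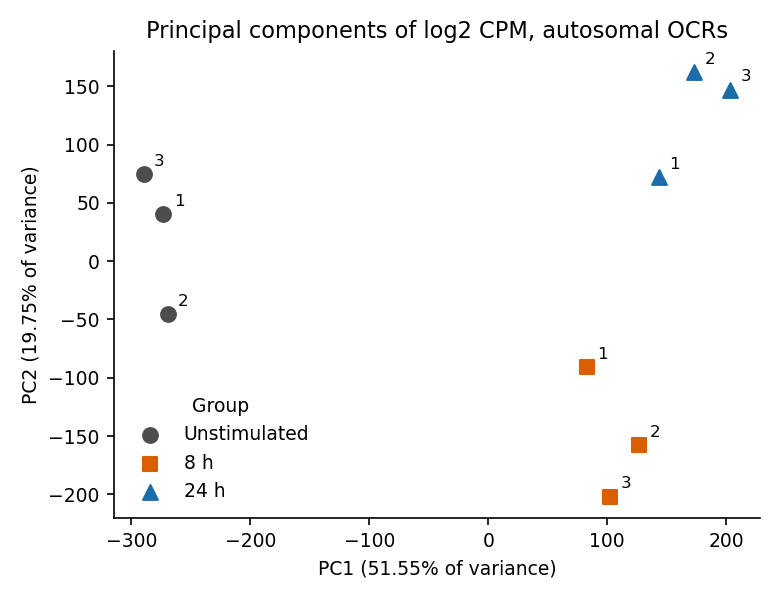
Principal components of log2 CPM over 166971 autosomal OCRs, with PC1 (51.55% of the variance) on the x axis and PC2 (19.75%) on the y axis. Each point is a library and each colour a group of 3, and the groups lie apart.

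The first comparison, 8 h against unstimulated, asked which regulatory regions respond early to stimulation. An OCR 12.0 kb upstream of TBX21, which encodes the T-bet factor of type 1 helper cells (chromosome 17, 45798225 to 45799000, intergenic), opened from 3.31 ± 0.766 to 63.3 ± 10.8 CPM (SD, n = 3), a log2 fold change of 4.28 (SE 0.28, edgeR adjusted p = 1.53e-14). An intronic OCR of NFATC2, a factor that calcium signals send to the nucleus (chromosome 20, 50147625 to 50148338), opened from 1.84 ± 0.254 to 42.1 ± 7.93 CPM (log2 fold change 4.48). In the opposite direction, an OCR 44.3 kb downstream of the KLF2 TSS, within an intron of EPS15L1 (chromosome 19, 16479639 to 16480333), closed from 58.2 ± 4.57 to 6.90 ± 1.14 CPM (log2 fold change -3.07, SE 0.25, edgeR adjusted p = 1.13e-12). KLF2 maintains quiescence and the trafficking of naïve T cells. All 3 donors moved the same way at each of these OCRs.

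In all, 25837 OCRs opened and 13970 closed at 8 h, 23.3% of those tested. Opened OCRs made up 64.9% of the calls, and 76.2% (29708 opened, 9285 closed) when counts were scaled to the authors' deposited fold changes, which moved the median log2 fold change of all OCRs by 0.19.

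The 10 largest opened OCRs included an intergenic OCR 27.0 kb downstream of the MRPL39 TSS (chromosome 21, 26952164 to 26953463), which rose from 0.627 ± 0.233 to 93.1 ± 25.2 CPM (log2 fold change 7.15), and intergenic OCRs near ERLIN1 (6.31) and ZFR (6.22). An intergenic OCR 208.2 kb from the FOXP1 TSS (chromosome 3, 70905419 to 70906354) had 0 reads in the unstimulated group and 7.52 ± 1.75 CPM at 8 h, at least 50.5-fold higher when the floor is set at 3 counts over the group (0.15 CPM). OCRs 65.0 kb from the CD44 TSS, 340.1 kb from that of MYC, 20.2 kb from that of TMX1 and within PHEX rose from at most 0.108 CPM to between 8.19 and 12.4 CPM. The largest closures lay 108.0 kb upstream of UBL3 (log2 fold change -4.27), within TFDP1 near ATP4B (-3.92), within MICAL2 (-3.85) and SORCS3 (-3.81), and near KLF3 (-3.60), a repressor of the same family as KLF2.

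**Figure D2:**
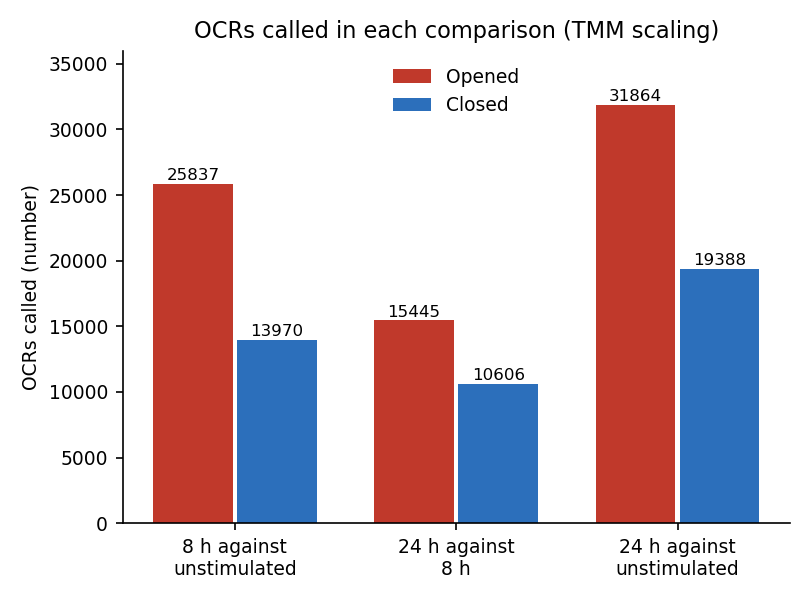
Numbers of OCRs opened and closed (y axis) in each comparison (x axis) at the thresholds of the study, 25837 and 13970 for 8 h against unstimulated, 15445 and 10606 for 24 h against 8 h, and 31864 and 19388 for 24 h against unstimulated.

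Cytokine and chemokine genes had 98 of 221 linked OCRs opened, 17 closed and 106 not called (103 opened and 20 closed adjusted over the list alone). Camera placed the list above other OCRs (adjusted p = 1.83e-08), whereas adjusted p = 0.991 with an estimated correlation. Members that opened were OCRs near or within CSF2 (GM-CSF; log2 fold change 4.67), TNFSF14 (LIGHT; 4.51) and IL10 (4.25). Activation and costimulatory receptors had 153 opened, 40 closed and 196 not called of 389 (160 and 40 adjusted over the list alone; camera adjusted p = 3.41e-07, and adjusted p = 0.991 with an estimated correlation). Among them were OCRs near or within FASLG, the ligand of the death receptor FAS (4.98), the costimulatory receptor ICOS (4.54), CD274, which encodes PD-L1 (4.40), and the IL-12 receptor chain IL12RB2 (3.72).

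The list of NFAT, NF-kB, IRF, STAT, EGR, NR4A and MYC genes had 143 opened, 38 closed and 199 not called of 380 (147 and 40 adjusted over the list alone; camera adjusted p = 3.70e-05, and adjusted p = 0.991 with an estimated correlation). OCRs near MYC (log2 fold change 5.43) and NR4A2 (4.74) opened, while an OCR 17.1 kb from the IRF1 TSS closed (-3.28). Helper lineage factors had 97 opened, 26 closed and 173 not called of 296 (100 and 26 adjusted over the list alone; camera adjusted p = 0.00400, and adjusted p = 0.991 with an estimated correlation), with opened OCRs near ID3 (5.08), AHR (4.33) and BCL6 (3.86). BCL6 had 6 opened and 4 closed of 18. Glycolysis and amino acid transport had 71 opened, 22 closed and 123 not called of 216 (74 and 22 adjusted over the list alone; camera adjusted p = 0.000944, and adjusted p = 0.991 with an estimated correlation). OCRs near or within the amino acid transporter gene SLC7A5 (4.51) and the glycolytic genes PFKFB3 (4.25), PFKP (4.00) and ENO1 (3.81) opened. The list of example genes had 60 opened, 20 closed and 58 not called of 138 (62 and 20 adjusted over the list alone; camera adjusted p = 3.70e-05, and adjusted p = 0.991 with an estimated correlation). These are genes that the study shows as examples on these or sister libraries, so the list is not independent evidence of its direction. It included OCRs of GEM (5.52), DUSP5 (4.73) and CLEC2D (3.92).

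The other lists did not pass camera, and adjusted p = 0.991 for each with an estimated correlation. Naive and quiescence genes were split, with 208 opened, 158 closed and 396 not called of 762 (213 and 163 adjusted over the list alone; camera adjusted p = 0.751). S1PR1, the receptor for egress from lymph nodes, had 13 opened and 8 closed of 35 linked OCRs, among them an intergenic OCR 83.1 kb upstream that opened (log2 fold change 5.28), as did OCRs near FOXP1 (4.32) and BTG1 (4.04). BTG1 had 12 opened and 11 closed of 45. T cell receptor and lineage identity had 164 opened and 105 closed of 627 (169 and 105; adjusted p = 0.516). Their OCRs near PTPRC (3.06) and CD2 (3.13) opened and an OCR 2.7 kb upstream of CD4 closed from 38.9 ± 10.7 to 5.07 ± 1.08 CPM (-2.93). AP-1 and other bZIP factors had 40 opened and 23 closed of 175 (43 and 23; adjusted p = 0.809), with OCRs near BACH1 (4.04) and CREM (3.96) opened and an OCR near FOS closed (-3.25). Counts were 30 and 13 of 155 for cell cycle and DNA replication (32 and 13; adjusted p = 0.421), 19 and 6 of 100 for the unfolded protein response (20 and 7; adjusted p = 0.690), 26 and 9 of 121 for the interferon response (26 and 10; adjusted p = 0.690) and 17 and 5 of 88 for housekeeping genes (17 and 5; adjusted p = 0.688).

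Markers of other cells moved both ways at 8 h. B cell genes had 13 opened and 10 closed OCRs of 57 (14 and 11 adjusted over the list alone; camera adjusted p = 0.986), monocyte and dendritic genes 6 and 5 of 35 (6 and 5; 0.751), NK and CD8 T genes 11 and 7 of 54 (13 and 7; 0.773), memory and effector T genes 47 and 24 of 165 (47 and 25; 0.516) and erythroid and platelet genes 4 and 2 of 19 (4 and 2; 0.986). The OCR at the promoter of CD79A, a part of the B cell receptor, closed from 38.7 ± 1.56 to 10.3 ± 0.350 CPM, and the OCR at the promoter of NKG7, a cytotoxic granule gene, opened from 3.02 ± 1.06 to 15.0 ± 2.93 CPM. B cell genes had a median log2 fold change of 0.07 and a mean of 0.25, while camera ranked them down, and monocyte and dendritic genes had -0.12 and 0.11 with camera down.

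At chosen promoters, TNF opened at an intergenic OCR (chromosome 6, 31542172 to 31542895) from 0.773 ± 0.277 to 6.29 ± 1.15 CPM (log2 fold change 3.04). CCR7, the receptor that guides naïve T cells to lymph nodes, opened at an intronic OCR (chromosome 17, 38717116 to 38717501) from 6.53 ± 1.57 to 23.9 ± 2.93 CPM (1.86) and at 38722361 to 38722558 (1.35). The promoter OCR of KLF2 (chromosome 19, 16434992 to 16436549, coding exon) closed from 66.0 ± 20.5 to 21.9 ± 3.14 CPM (-1.59), and that of DPEP2 (chromosome 16, 68032672 to 68034761, intergenic) from 30.1 ± 6.57 to 9.44 ± 0.578 CPM (-1.68). The OCRs shared by GPR108 and TRIP10 opened at 6736366 to 6737029 (1.64) and 6738518 to 6738806 (1.42) of chromosome 19. Promoter OCRs of IL7R, CD69, CD44, TCF7, IL2RA, IRF4, SIK1 and GEM were not called, with log2 fold changes from -0.80 at TCF7 to 0.96 at IL2RA. No OCR at the promoter of IFNG was among those tested.

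Distal OCRs were called more often than promoter OCRs. Of promoter OCRs 7.01% opened against 16.18% of distal OCRs (odds ratio 0.391, Fisher's exact test p = 5e-294), and 3.5% closed against 8.79% (0.376, p = 1.2e-173). The AP-1 motif was present in 44.27% of opened and 13.47% of uncalled OCRs (odds ratio 5.10), and the NFAT with AP-1 motif in 2.00% and 0.42% (4.79, Fisher's exact test adjusted p = 4.7e-128). IRF motifs (17.22% and 9.49%, odds ratio 1.98, and 1.47 when matched on GC content and width) and NF-kB motifs (12.33% and 9.65%, 1.32, and 2.14 when matched) were also more frequent in opened OCRs, and CTCF motifs less so (1.27% and 3.84%, 0.321). Closed OCRs held more RUNX (14.78% against 7.39%, odds ratio 2.17), FOX (12.43% against 8.49%, 1.53) and TCF/LEF motifs (3.02% against 2.00%, 1.52) than uncalled ones, although opened OCRs also held more RUNX and TCF/LEF motifs (odds ratios 1.46 and 1.25), and FOX motifs had 1.19 there and 0.885 when matched on GC content and width, and closed OCRs held fewer AP-1 motifs (6.41% against 13.47%, 0.440).

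Over 21 other settings with the fixed correlation, camera adjusted p at 8 h ranged from 4.44e-10 to 0.000425 for cytokines and chemokines, 1.33e-08 to 0.0547 for activation receptors, 5.97e-07 to 0.953 for NFAT and related factors, 0.000566 to 0.700 for helper lineage factors, 3.77e-05 to 0.436 for glycolysis and 2.24e-06 to 0.382 for the example genes, each highest with promoter OCRs only except for cytokines. Calls for helper lineage factors, glycolysis and the example genes also ended with only the OCRs that the authors tested, and the helper list lost its call with links within 20 kb.

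**Figure D3:**
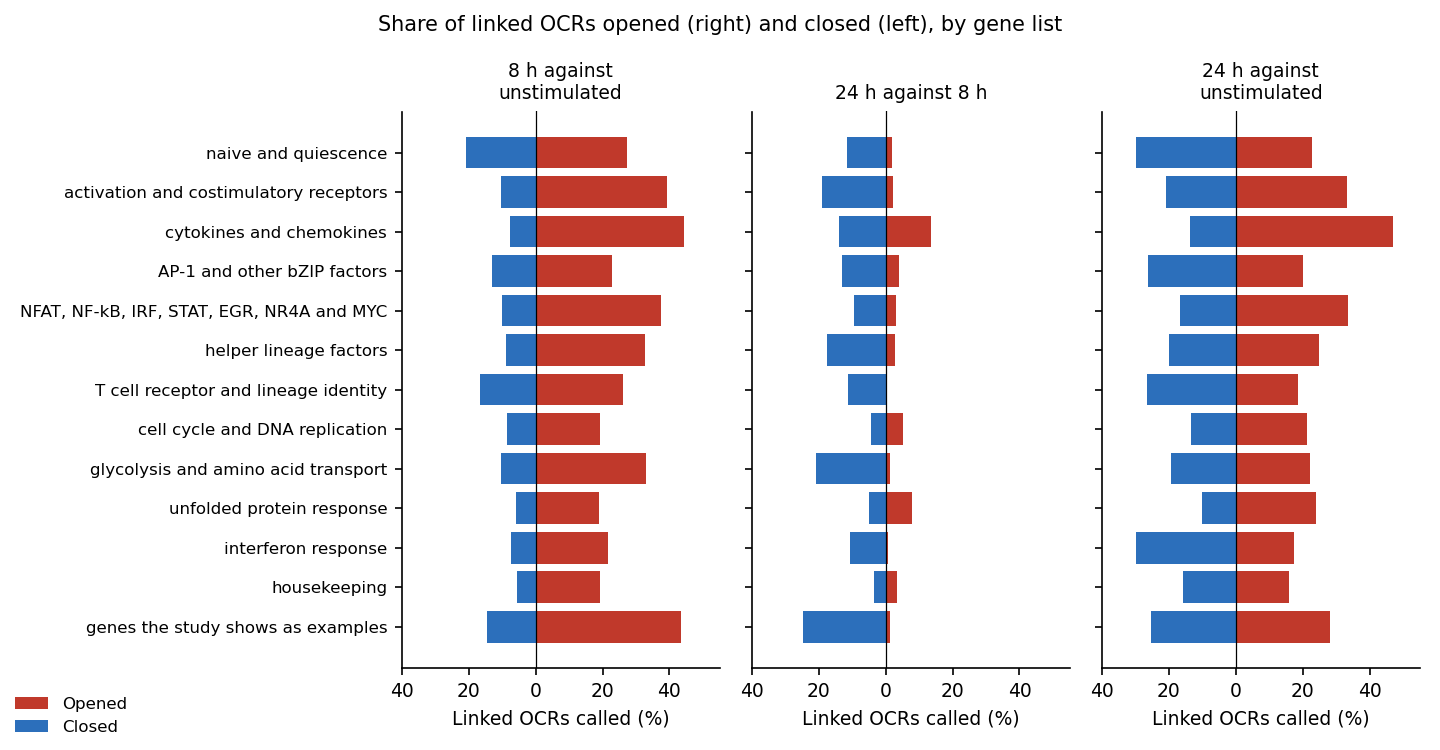
Share of linked OCRs opened (to the right) and closed (to the left), in percent on the x axis, for 13 gene lists on the y axis in 3 comparisons. For cytokines and chemokines 44.3% opened at 8 h and 47.1% at 24 h against unstimulated.

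The comparison of 24 h with 8 h asked how the early changes carried on. The OCR upstream of TBX21, opened at 8 h, fell from 63.3 ± 10.8 to 24.1 ± 6.84 CPM (SD, n = 3; log2 fold change -1.39, SE 0.23, edgeR adjusted p = 4.55e-05). The OCR at the promoter of TNFSF14 (chromosome 19, 6669389 to 6670675, coding exon) closed from 60.1 ± 12.3 to 18.8 ± 4.01 CPM (-1.67, SE 0.23, edgeR adjusted p = 3.95e-06). An OCR at the promoter of STAT5A, which transmits IL-2 signals (chromosome 17, 40441862 to 40442314, intron), rose from 2.47 ± 0.266 to 21.2 ± 2.49 CPM by 8 h and closed to 4.86 ± 1.24 CPM by 24 h (-2.11). In the other direction, an intergenic OCR 24.3 kb upstream of the cytokine gene IL17A (chromosome 6, 52026392 to 52027280) opened from 7.05 ± 2.27 to 22.6 ± 4.28 CPM (1.69, SE 0.27, edgeR adjusted p = 2.76e-05).

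In this step 15445 OCRs opened and 10606 closed, 15.3% of those tested, so that 59.3% of the calls were opened. This split moved with the scaling, with DESeq2 (its own scaling and test together), with depth, and with the set of OCRs on which the TMM factors were computed. The share opened was 90.9% with library size alone (33112 opened, 3296 closed), 14.8% with TMM on OCRs below the median abundance (5863 and 33642), 36.9% with DESeq2 (6676 and 11429), 71.4% with only the OCRs that the authors tested and TMM factors recomputed on them (6840 and 2734) and 48.7% after thinning to equal depth (8774 and 9259). In the authors' deposited table it was 40% (4412 and 6618). The median log2 fold change of all OCRs moved by 0.34 with library size alone and by -0.44 with TMM on OCRs below the median abundance. Opened OCRs numbered 8188 without replicate 3 of the 8 h group, 8969 without replicate 2 of the 24 h group and 7971 without replicate 3 of the 24 h group, and closed OCRs numbered 15932 without replicate 1 of the 24 h group. Directions of single OCRs and lists below are therefore relative to TMM scaling.

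Fold changes went with abundance. The median log2 fold change fell from 0.76 in the least abundant decile of OCRs (mean 0.68 CPM) to -0.57 in the most abundant (mean 37.8 CPM). In the least abundant decile 3310 OCRs opened and 424 closed, and in the most abundant 88 opened and 2229 closed. Opened OCRs outnumbered closed ones in deciles 1 to 6 and were fewer in deciles 7 to 10. The opened majority of this step thus came from the weaker OCRs.

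**Figure D4:**
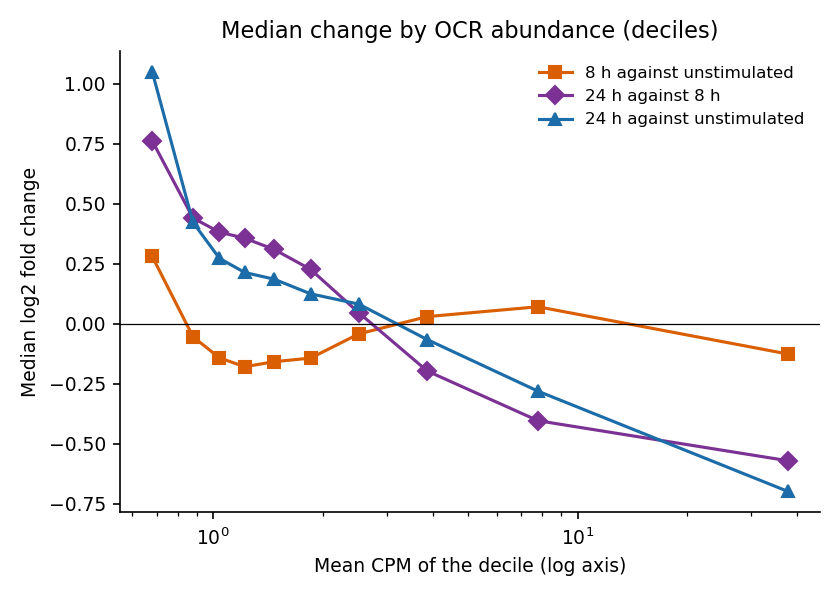
Median log2 fold change (y axis) against the mean CPM of each decile (x axis, logarithmic) for the 3 comparisons. Decile 1 is the least abundant. The median of the 24 h against 8 h comparison went from 0.76 in decile 1 to -0.57 in decile 10.

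Of the 10 largest opened OCRs, an intronic OCR of KCNMB4 (log2 fold change 3.62), an OCR within RSU1 (3.68; nearest TSS that of C1QL3 at 139.9 kb) and intergenic OCRs whose nearest TSSs were those of PCDH10 at 647.0 kb (3.72) and CADM1 at 420.6 kb (3.57) each rose from at most 1.27 CPM at 8 h to between 13.5 and 16.3 CPM. The largest closures were within introns of INSR (-2.67) and KIAA0319L (-2.66), near CSF1, which encodes a macrophage growth factor (-2.58), and at PRPF40B (-2.54). An OCR 42.1 kb downstream of the KLF2 TSS also closed (-2.53).

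Camera placed all 18 lists below other OCRs from 8 h to 24 h, 13 of them past the threshold and none with an estimated correlation. The example genes had 34 closed, 2 opened and 102 not called of 138 OCRs (36 and 2 adjusted over the list alone; camera adjusted p = 1.63e-14, and adjusted p = 0.330 with an estimated correlation), with the same limit on independence as above. The OCR near DUSP5, an inhibitor of ERK, closed (log2 fold change -1.42), as did the intergenic OCRs of KLF2 at 16441173 to 16441873 of chromosome 19 (-2.07) and of SIK1 (-1.65). Glycolysis and amino acid transport had 45 closed and 3 opened of 216 (45 and 3 adjusted over the list alone; camera adjusted p = 2.23e-11, and adjusted p = 0.330 with an estimated correlation). The promoter OCR of SLC2A1, the GLUT1 glucose transporter, closed from 95.1 ± 13.1 to 41.6 ± 13.4 CPM (-1.19), and that of the amino acid transporter SLC1A5 also closed (-1.96). Activation and costimulatory receptors had 74 closed and 9 opened of 389 (74 and 9 adjusted over the list alone; camera adjusted p = 3.73e-10, and adjusted p = 0.330 with an estimated correlation), with closed OCRs in TNFRSF9, which encodes 4-1BB (-2.14), and near FASLG (-2.01) and CTLA4 (-1.64).

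T cell receptor and lineage identity had 70 closed and 2 opened of 627 (70 and 2 adjusted over the list alone; camera adjusted p = 1.32e-09, and adjusted p = 0.330 with an estimated correlation), with OCRs of LAT (log2 fold change -1.83), CD28 (-1.70) and LCK (-1.37) closed. Naive and quiescence genes had 89 closed and 15 opened of 762 (89 and 15 adjusted over the list alone; camera adjusted p = 8.83e-08, and adjusted p = 0.386 with an estimated correlation), among them closed OCRs near PIK3IP1 (-1.86) and CCR7 (-1.78). Helper lineage factors had 52 closed and 8 opened of 296 (54 and 9 adjusted over the list alone; camera adjusted p = 1.21e-07, and adjusted p = 0.330 with an estimated correlation), with OCRs of RUNX3 closed (-1.69) and near BHLHE40 opened (2.15). The interferon response had 13 closed and 1 opened of 121 (15 and 1 adjusted over the list alone; camera adjusted p = 4.33e-07, and adjusted p = 0.330 with an estimated correlation), with the IFIT3 promoter OCR closed (-1.44). The list of NFAT, NF-kB, IRF, STAT, EGR, NR4A and MYC genes had 36 closed and 12 opened of 380 (36 and 12 adjusted over the list alone; camera adjusted p = 1.35e-05, and adjusted p = 0.437 with an estimated correlation), including closed OCRs of STAT5B (-2.33), STAT3 (-2.03) and MYC (-1.67). AP-1 and other bZIP factors had 23 closed and 7 opened of 175 (23 and 7 adjusted over the list alone; camera adjusted p = 1.35e-05, and adjusted p = 0.386 with an estimated correlation), with OCRs of BATF (-1.75) and BATF3 (-1.63) closed.

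Housekeeping genes had 3 closed and 3 opened of 88 (3 and 3 adjusted over the list alone; camera adjusted p = 0.000189, and adjusted p = 0.496 with an estimated correlation). Cell cycle and DNA replication had 7 closed and 8 opened of 155 (8 and 8 adjusted over the list alone; camera adjusted p = 0.00645, and adjusted p = 0.584 with an estimated correlation), with an OCR near CCNE1, which encodes cyclin E1, opened (log2 fold change 3.27) and an OCR of CCND3 closed (-1.23). Cytokines and chemokines were balanced at 31 closed and 30 opened of 221 (32 and 30 adjusted over the list alone; camera adjusted p = 0.0895, and adjusted p = 0.625 with an estimated correlation). Besides the IL17A OCR, an OCR near IL17F opened (2.53), while an OCR 30.3 kb upstream of IFNG, the gene of interferon gamma, closed from 26.4 ± 4.56 to 9.37 ± 1.44 CPM (-1.49). The unfolded protein response had 5 closed and 8 opened of 100 (5 and 8 adjusted over the list alone; camera adjusted p = 0.0895, and adjusted p = 0.622 with an estimated correlation).

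Of the marker lists of other cells, B cell genes had 7 closed and 2 opened of 57 (7 and 3 adjusted over the list alone; camera adjusted p = 0.00192, and adjusted p = 0.386 with an estimated correlation) and memory and effector T genes 15 and 7 of 165 (15 and 7; camera adjusted p = 0.000922, and adjusted p = 0.386 with an estimated correlation). Monocyte and dendritic genes had 1 closed and 3 opened of 35 (1 and 3; adjusted p = 0.785), NK and CD8 T genes 2 and 5 of 54 (2 and 5; adjusted p = 0.135), and erythroid and platelet genes 4 and 4 of 19 (4 and 4; adjusted p = 0.785). With an estimated correlation these gave adjusted p = 0.879, 0.429 and 0.879. The promoter OCR of NCAM1, a marker of NK cells, opened from 5.00 ± 0.591 to 13.9 ± 2.29 CPM, and an OCR 62.6 kb from the ANXA1 TSS opened from 17.2 ± 5.41 to 46.0 ± 8.31 CPM. Monocyte and dendritic genes had a median log2 fold change of -0.13 and a mean of 0.11, and erythroid and platelet genes 0.15 and 0.00, while camera ranked both down.

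Promoter OCRs of CD69, an early activation marker, closed from 41.2 ± 0.988 to 18.9 ± 4.6 CPM (chromosome 12, 9913907 to 9914440, intergenic; log2 fold change -1.12) and at 9913333 to 9913770 (-1.06). The CCR7 OCRs that had opened at 8 h closed (-1.19 and -1.32), as did those of GPR108 and TRIP10 (-1.39, -1.46 and -1.13). Promoter OCRs of TNF, KLF2, TCF7, IL7R, CD44, IL2RA, IRF4, DPEP2, SIK1 and GEM were not called, with log2 fold changes from -0.91 at SIK1 to 0.82 at TNF. Of promoter OCRs 11.23% closed against 5.56% of distal OCRs (odds ratio 2.15, Fisher's exact test p = 3.4e-177), which became 1.03 (p = 0.32) within deciles of mean CPM. Opened OCRs were 6.69% of promoter and 9.35% of distal OCRs (0.695, Fisher's exact test p = 8.1e-37), a direction that turned within deciles (2.41). IRF motifs were more frequent in opened OCRs (16.18% against 9.92% of uncalled ones, odds ratio 1.75, Fisher's exact test adjusted p = 4.7e-113), and AP-1 motifs in closed OCRs (28.14% against 16.52%, 1.98) and less strongly in opened ones (19.90%, 1.26). KLF and SP motifs (10.55% against 6.08%, 1.82) and the E-box (12.87% against 7.87%, 1.73) were also richer in closed OCRs.

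Camera adjusted p over the other settings ranged from 0.000209 to 0.857 for cell cycle and DNA replication, which turned upward with the abundance trend removed and lost its call without replicate 2 of the 24 h group or replicate 3 of the 8 h group, and from 3.16e-07 to 0.476 for housekeeping genes, also lost with the trend removed. With only the OCRs that the authors tested, calls ended for these lists and for naive and quiescence, AP-1, NFAT and related factors, B cell and memory and effector T genes, and T cell receptor and lineage identity lost its call on those OCRs scaled to the deposited fold changes (adjusted p 0.0698, range 5.25e-11 to 0.0698), while the calls for activation receptors, the example genes, glycolysis, helper factors and interferon held in every setting with the fixed correlation.

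The third comparison, 24 h against unstimulated, gave the net change. The KLF2 OCR within EPS15L1 closed from 58.2 ± 4.57 to 3.38 ± 0.858 CPM (SD, n = 3; log2 fold change -4.08, SE 0.26, edgeR adjusted p = 6.26e-15). The OCR near CSF2 stayed open, with 0.665 ± 0.335 CPM unstimulated and 19.7 ± 5.16 CPM at 24 h (4.90, SE 0.38, edgeR adjusted p = 5.15e-13), and the IL17A OCR opened from 0.883 ± 0.331 to 22.6 ± 4.28 CPM (4.71). An OCR 3.5 kb downstream of the TSS of IL2RA, which encodes the IL-2 receptor alpha chain (chromosome 10, 6100400 to 6101037, intron), opened from 0.392 ± 0.253 to 9.73 ± 2.49 CPM (4.75).

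A total of 31864 OCRs opened and 19388 closed, 30.0% of those tested, with 62.2% of calls opened. The share was 83.4% with library size alone (48883 opened, 9742 closed), 41.0% with TMM on OCRs below the median abundance (23039 and 33199) and 76.8% with counts scaled to the authors' deposited fold changes (40599 and 12259). These moved the median log2 fold change of all OCRs by 0.44, -0.34 and 0.27. Fold changes went with abundance here too. Their median fell from 1.05 in the least abundant decile of OCRs (5343 opened, 440 closed) to -0.70 in the most abundant (1034 opened, 4732 closed).

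The OCRs with the largest gains were again those near FOXP1, with 8.43 ± 1.06 CPM at 24 h (at least 56.6-fold higher than the floor of 3 counts over the group), and MRPL39 (log2 fold change 6.42), with OCRs at PHEX, WSB2 and VPS13A at 7.55 to 19.1 CPM from at most 0.167 CPM. The largest losses were near POU5F1B (-4.87), UBL3 (-4.38), CYP2A6 (-4.36) and KRT74 (-4.21) and at an OCR 14.1 kb upstream of CCR9, a gut homing receptor (-4.76), which fell from 57.2 ± 14.7 to 2.05 ± 0.719 CPM.

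Cytokines and chemokines had 104 opened, 30 closed and 87 not called of 221 OCRs (113 and 30 adjusted over the list alone; camera up, adjusted p = 0.000240, and adjusted p = 0.902 with an estimated correlation). Besides the opened OCRs near CSF2 and IL17A, an OCR of TNFSF8, the CD30 ligand, closed (log2 fold change -3.04), although 14 OCRs of this gene opened and 4 closed of 31. Naive and quiescence genes had 227 closed and 174 opened of 762 (230 and 179 adjusted over the list alone; camera down, adjusted p = 0.0167, and adjusted p = 0.902 with an estimated correlation). OCRs near KLF3 (-4.14) and S1PR1 (chromosome 1, 101774620 to 101775936; -2.64) closed and an OCR near BACH2, a repressor of effector programmes, opened (5.19). S1PR1 had 12 opened and 9 closed of 35. T cell receptor and lineage identity had 166 closed and 116 opened of 627 (172 and 119 adjusted over the list alone; camera down, adjusted p = 0.0167, and adjusted p = 0.902 with an estimated correlation), with closed OCRs of CD4 (-4.03), BCL11B (-3.50) and CD28 (-3.19). The interferon response had 36 closed and 21 opened of 121 (36 and 21 adjusted over the list alone; camera down, adjusted p = 0.0252, and adjusted p = 0.902 with an estimated correlation), with the MX2 promoter OCR closed from 65.6 ± 8.19 to 15.9 ± 1.73 CPM (-2.04) and an OCR near GBP5 opened (3.16). GBP5 had 4 opened and 9 closed of 18. AP-1 and other bZIP factors had 46 closed and 35 opened of 175 (46 and 38 adjusted over the list alone; camera down, adjusted p = 0.0294, and adjusted p = 0.902 with an estimated correlation), with OCRs near FOS (-2.96) and FOSL2 (-2.76) closed and BACH1 opened (3.72).

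The remaining lists did not pass camera, and each had adjusted p = 0.902 with an estimated correlation. Activation and costimulatory receptors had 129 opened and 81 closed of 389 (134 and 82 adjusted over the list alone; adjusted p = 0.606), with an OCR each of CD274 (log2 fold change 4.67) and IL12RB2 (3.95) opened. NFAT, NF-kB, IRF, STAT, EGR, NR4A and MYC genes had 128 and 64 of 380 (133 and 64; 0.424), with an OCR of NFATC2 opened (4.12). Helper lineage factors had 74 and 59 of 296 (78 and 63; 0.606), with an OCR near BHLHE40 (4.41) and another near GATA3 (3.58) opened, the latter gene having 6 opened and 5 closed of 26. Cell cycle and DNA replication had 33 and 21 of 155 (36 and 21; 0.606), with an OCR near EZH2 (4.94) and another of CCND3 (4.41) opened, the latter gene having 4 opened and 6 closed of 28. Glycolysis and amino acid transport had 48 and 42 of 216 (51 and 43; 0.424), with an OCR of PGK1 (3.97) and another near PFKFB3 (3.63) opened, although PGK1 had 2 opened and 4 closed of 9 and PFKFB3 10 and 7 of 25. The unfolded protein response had 24 and 10 of 100 (26 and 10; 0.606), with an OCR near HERPUD1 opened (3.89) and an OCR near XBP1 closed (-3.81). Housekeeping genes had 14 and 14 of 88 (14 and 14; 0.164), and the example genes 39 and 35 of 138 (40 and 35; 0.424), with an OCR of GEM opened (4.78) and an OCR near SIK1 closed (-3.17).

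Among markers of other cells, B cell genes had 9 opened and 12 closed of 57 (9 and 12 adjusted over the list alone; camera adjusted p = 0.123), monocyte and dendritic genes 10 and 8 of 35 (10 and 8; 0.606), NK and CD8 T genes 13 and 9 of 54 (13 and 10; 0.606), memory and effector T genes 39 and 39 of 165 (40 and 39; 0.424) and erythroid and platelet genes 3 and 1 of 19 (3 and 1; 0.849). The OCRs at the CD79A (-2.42) and CD14 (-1.37) promoters closed and the ANXA1 OCR opened (4.04). Medians and means of log2 fold change had opposite signs for cell cycle (-0.20 and 0.29), glycolysis (-0.12 and 0.15), helper factors (-0.01 and 0.21), housekeeping (-0.36 and 0.03), the example genes (-0.04 and 0.18), monocyte and dendritic (-0.16 and 0.22), NK and CD8 T (-0.10 and 0.15) and memory and effector T genes (-0.15 and 0.08), and camera ranked all of these down. The unfolded protein response (0.07 and 0.30) and erythroid and platelet genes (0.06 and 0.13) were ranked down with positive medians.

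Of promoters, TNF opened (3.86 and 1.91) and KLF2 (-2.02), DPEP2 (-2.18), TCF7 (-1.03), CD69 (-1.54 at 9913907 to 9914440 of chromosome 12) and CCR7 at 38721480 to 38721940 of chromosome 17 (-1.40) closed, all as log2 fold changes. Other promoter OCRs of DPEP2 (-0.34), TCF7 (-0.50 and -0.97), CD69 (-0.83) and CCR7 (-0.54 to 0.67) were not called. Promoter OCRs of IL7R, CD44, IL2RA, IRF4, SIK1 and GEM were not called, from -0.99 at SIK1 to 0.16 at IRF4. Promoter OCRs closed in 17.33% of cases against 10.58% of distal OCRs (odds ratio 1.77, Fisher's exact test p = 7.7e-155), a direction that turned within deciles of mean CPM (0.56), and 9.47% opened against 19.85% (0.422, and 0.678 within deciles). AP-1 motifs were present in 37.02% of opened and 13.86% of uncalled OCRs (odds ratio 3.65), IRF motifs in 18.88% and 8.45% (2.52, and 1.99 when matched on GC content and width) and NF-kB motifs in 12.71% and 9.09% (1.46, and 2.38 when matched). Closed OCRs were richer in RUNX (14.39% against 7.04%, 2.22), TCF/LEF (3.13% against 1.95%, 1.62) and FOX motifs (12.54% against 8.47%, 1.55), and opened OCRs were richer in RUNX and TCF/LEF motifs to a lesser degree (1.49 and 1.21), whereas FOX motifs had 1.07 there and 0.815 when matched.

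Only the cytokine list was called in every setting with the fixed correlation (camera adjusted p from 3.27e-05 to 0.0354), and the downward calls were lost with the abundance trend removed, with only the OCRs that the authors tested, and without replicate 2 of the unstimulated group, replicate 2 of the 24 h group or replicate 3 of the 24 h group, each of which left 1 list called. Adjusted p ranged from 1.27e-09 to 0.414 for naive and quiescence, 7.55e-06 to 0.635 for T cell receptor and lineage identity, 0.000242 to 0.204 for interferon and 7.55e-06 to 0.606 for AP-1, which was also lost with library size alone, whereas 9 lists were called with links within 20 kb and 12 with promoter OCRs only.

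The IL2 region was examined because the study followed distal elements of this growth factor gene of T cells. From the IL2 TSS to 150 kb upstream (chromosome 4, 123377880 to 123527880), 23 OCRs were tested, of which 14 opened and 2 closed at 8 h. The promoter OCR (123377458 to 123378214, UTR) opened from 6.16 ± 1.32 to 28.0 ± 6.11 CPM (SD, n = 3; log2 fold change 2.18, SE 0.27, edgeR adjusted p = 2.34e-08), and the OCR at 123379683 to 123380338, 2.1 kb upstream, from 8.99 ± 1.15 to 28.3 ± 5.24 CPM (1.66). Intergenic OCRs at 123428606 to 123429861 (2.49), 123463460 to 123464365 (2.62) and 123474118 to 123474843 (3.59) also opened. The OCR at 123499394 to 123500322, 42.3 kb downstream of the IL21 TSS, closed from 155 ± 34.6 to 30.1 ± 6.13 CPM (-2.36, SE 0.22, edgeR adjusted p = 3.96e-11), and its neighbour at 123499041 to 123499284 also closed (-1.22). The study describes the conserved elements upstream of IL2 as gaining high accessibility on stimulation, whereas these 2 OCRs of the same stretch closed. The study gives its elements as rounded distances from the IL2 TSS, and OCRs were not matched to them by sequence. By position alone, the OCR at 123499394 to 123500322 lies near the element next to the farthest one. Deletion of that element lowered IL-2 secretion in the study. OCRs 46.7 kb and 51.4 kb upstream of the TSS, near the elements closest to IL2, opened at 8 h (1.53 and 2.49). Between 8 h and 24 h, 2 OCRs of the window opened and 2 closed, including that 2.1 kb upstream of the TSS (-1.04), while the promoter OCR stood at 14.8 ± 3.48 CPM (-0.92, not called). Against unstimulated cells, 15 opened and 2 closed at 24 h, with the promoter still raised (1.26) and the OCR at 123499394 to 123500322 at 20.8 ± 4.2 CPM (-2.89). Leaving out replicate 1 of the 8 h group gave 1 closed at 8 h and 1 opened from 8 h to 24 h, and leaving out replicate 3 of the 8 h group or replicate 2 of the 24 h group gave 0 and 1 closed from 8 h to 24 h.

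**Figure D5:**
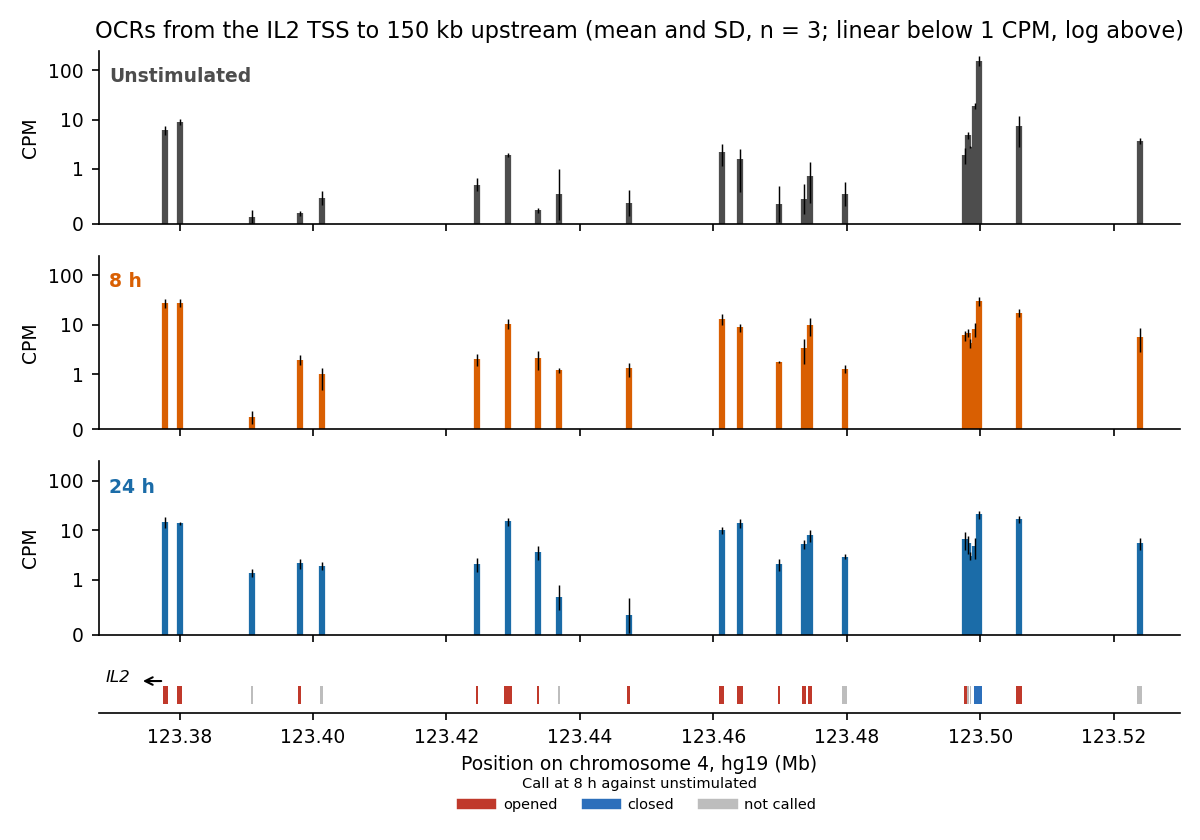
Mean CPM and SD (n = 3, y axis, linear below 1 CPM and logarithmic above) of the 23 tested OCRs against position on chromosome 4 (hg19, x axis), for unstimulated cells, 8 h and 24 h. Boxes mark each OCR by its call at 8 h, and the OCR at 123499394 to 123500322 fell from 155 ± 34.6 to 30.1 ± 6.13 CPM.

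Overlaps describe how single OCRs moved over time. Of the OCRs that opened at 8 h, 18353 (71.0%) were also open at 24 h against unstimulated, where independent lists would share 4821, and 4749 (18.4%) closed between 8 h and 24 h, where independent lists would share 1605. Of the OCRs that closed at 8 h, 9858 (70.6%) were also closed at 24 h (1586 for independent lists) and 896 opened between 8 h and 24 h (1264). Only 4 OCRs opened at 8 h and were closed at 24 h, and 7 closed at 8 h and were open at 24 h. OCRs that opened at both steps numbered 1693 (2337 for independent lists), and those that closed at both steps 479 (868). A further 12856 OCRs were not called at 8 h and opened afterwards, 7389 of them open against unstimulated, and 5378 were not called at 8 h and closed afterwards, 2243 of them closed against unstimulated.

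Both comparisons in each overlap share libraries, so part of any excess can come from them, and groups of 3 could not be divided into parts of at least 2. In 20 simulations of unchanged groups at most 1 OCR was called in both. No OCR changed in those runs, so they cannot show how much of the overlap of real calls comes from the shared libraries. Log2 fold changes across OCRs correlated at -0.205 between 8 h against unstimulated and 24 h against 8 h (-0.438 in the simulations), with a covariance of -0.192 against -0.070. For 8 h and 24 h against unstimulated they correlated at 0.803 (0.599 in the simulations), with a covariance of 1.24 against 0.108.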

Values the study reported

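The study reported a consensus set of 181,093 OCRs. It reported 25,291 OCRs with differential accessibility at 8 h of stimulation, of which 18,887 became more open. For the step from 8 h to 24 h it reported 11,046 differential OCRs, with 4417 more open and 6629 reduced.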

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

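The OCR reported here was picked out by a fixed test of the difference between time points, and no test in this part was chosen only after the result was seen. An OCR in an intron of INSR, the insulin receptor gene (chromosome 19, 7192264 to 7192734), changed in opposite directions at the time points. It opened at 8 h against unstimulated, from 5.49 ± 0.838 to 11.9 ± 2.44 CPM (SD, n = 3; log2 fold change 1.10), and was closed at 24 h against unstimulated, at 1.82 ± 0.527 CPM (-1.57). The difference of these effects equals the 24 h against 8 h contrast, given above among the largest closures, so it is no separate support (log2 fold change -2.67, SE 0.31, edgeR adjusted p = 2.21e-07). All 3 donors fell between 8 h and 24 h, but the rule that named the largest closures required this, so it adds no support. No technical explanation was tested for this single OCR.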

How the results depend on the processing

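The scalings to the authors' fold changes (alone and on their tested OCRs), the removal of the abundance trend and the thinning were chosen after seeing the data. No OCR named in the text had its sign turned by a setting in a comparison in which it was called, and signs of uncalled OCRs near 0 were not followed. For 8 h against unstimulated, of the settings that left out no library, scaling to the authors' fold changes kept the lowest share of named OCRs on their side of the threshold (132 of 138, with 5 gained and 1 lost). For 24 h against 8 h, 27 of 138 named OCRs lost the call with the trend removed and 19 with library size alone. The replicate block (donor pairing) changed no list call and moved no count by over 1.5 times, with 26788 opened and 14350 closed at 8 h, 16850 and 11007 from 8 h to 24 h, and 32963 and 19666 for 24 h against unstimulated, and 1 named OCR passed the threshold with the block in that last comparison. Unless fewer OCRs or libraries entered a setting by its construction, the cause was not tested.

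For 8 h against unstimulated (25837 opened, 13970 closed), only the OCRs the authors tested, with TMM factors recomputed on them, gave 15765 and 8846, scaling to their fold changes gave 9285 closed, that scaling on their OCRs 6336 closed, and 6388 closed in their deposited table. For 24 h against 8 h (15445 and 10606), library size alone gave 33112 and 3296, TMM on OCRs below the median abundance 5863 and 33642, DESeq2 6676 opened, the authors' OCRs 6840 and 2734, their OCRs with their scaling 5098 and 4671, the trend removed 8968 opened, thinning 8774 opened, an adjusted p under 0.01 7251 opened, an adjusted p under 0.05 alone 20223 closed, and the deposited table listed 4412 and 6618. For 24 h against unstimulated (31864 and 19388), library size alone gave 48883 and 9742, OCRs below the median abundance 33199 closed, the authors' OCRs 17691 and 9948, scaling to their fold changes 12259 closed, their OCRs with their scaling 18776 and 8802, and the deposited table listed 17885 and 10036.

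Leaving out each library gave 22550 to 27411 opened and 10554 to 15107 closed at 8 h, 7971 to 14681 and 7241 to 15932 from 8 h to 24 h, and 25071 to 32900 and 16170 to 21114 for 24 h against unstimulated. In that middle step the opened count was 8188 without replicate 3 of the 8 h group, 8969 without replicate 2 and 7971 without replicate 3 of the 24 h group, and the closed count 15932 without replicate 1 of the 24 h group.

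Lists called at 8 h (6) became 3 with the authors' OCRs and 2 with promoter OCRs. For 24 h against 8 h (13) they became 6 with the authors' OCRs and 5 with their scaling as well. For 24 h against unstimulated (5) they became 1 with the authors' OCRs, with their scaling as well, and with the trend removed, 9 with links within 20 kb and 12 with promoter OCRs. Camera with an estimated correlation called 0 in every comparison. Leaving out a library gave 1 to 6 lists for 24 h against unstimulated, with 1 without replicate 2 of the unstimulated group and without replicate 2 or 3 of the 24 h group.

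In the IL2 window, OCRs opened from 8 h to 24 h (2) were 5 with library size alone, 1 with OCRs below the median abundance, 1 with DESeq2 and 0 with the authors' OCRs and scaling. OCRs closed in that step (2) were 1 with library size alone, 5 with OCRs below the median abundance, 0 with the authors' OCRs, 1 with scaling to their fold changes, 0 with both, 1 with the trend removed and 1 after thinning. OCRs opened at 24 h against unstimulated (15) were 9 with the authors' OCRs and 9 with their scaling as well. Leaving out a library gave 1 to 2 closed at 8 h, and from 8 h to 24 h 1 to 2 opened and 0 to 2 closed. The low values were 1 closed at 8 h and 1 opened without replicate 1 of the 8 h group, 0 closed without replicate 3 of the 8 h group and 1 without replicate 2 of the 24 h group.

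Within deciles of mean CPM the odds ratio of promoters was 2.41 for OCRs opened and 1.03 for those closed from 8 h to 24 h, and 0.56 for those closed at 24 h against unstimulated. Matching on GC content and width turned the direction for opened OCRs at 8 h of KLF (odds ratio 1.18), EGR (1.60), E-box (1.35), MAZ (1.24) and FOX motifs (0.885), and for closed OCRs at 8 h of E-box (1.08) and MAZ (1.39). It did so from 8 h to 24 h for NF-kB in closed OCRs (0.914), and at 24 h against unstimulated for E-box (1.1) and FOX (0.815) in opened and NFAT (0.856) and IRF (0.916) in closed OCRs. The central 200 bp also turned NFAT (0.843) and IRF (0.779) in closed OCRs at 24 h against unstimulated. Numbers of motifs past the threshold after matching were 3 poorer in opened and 8 richer in closed OCRs at 8 h, 10 richer and 1 poorer in closed OCRs from 8 h to 24 h, and 7 poorer in closed OCRs at 24 h against unstimulated. In the central 200 bp they were 1 poorer in closed OCRs from 8 h to 24 h and 6 at 24 h against unstimulated.

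Of the overlaps, thinning gave 1010 OCRs opened at both steps. An adjusted p under 0.05 alone gave 7708 opened at 8 h and then closed, 173 opened at 8 h and closed at 24 h against unstimulated, 1935 closed at both steps and 14 closed at 8 h and open at 24 h. OCRs closed at 8 h and opened afterwards numbered 517 with scaling to the authors' fold changes, 572 with the trend removed and 416 after thinning. Those closed at both steps numbered 258 with that scaling and 192 with the trend removed, and those closed at 8 h and open at 24 h against unstimulated 3, 13 and 4 with that scaling, the trend removed and thinning. Depth limits weak OCRs most, since the shallowest library held 5.12 M reads in OCRs and a median OCR 16 reads per library.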

Other observations

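The tests of other splits were chosen after the results were seen, as was the use of the promoter comparison within deciles, itself fixed beforehand, to test abundance as an explanation, and the tests of CTCF sites, thinning, and IRF and NF-kB motifs were written before theirs. OCRs that opened at 8 h and were called closed from 8 h to 24 h (4749) differed in sequence from OCRs open at both times without closing (16794). Of the former, 1559 (32.8%) had fallen only in part and were still open against unstimulated at 24 h, and IRF motifs were present in 9.1% of these and 9.4% of the other 3190. IRF motifs were present in 9.3% of the former and 20.5% of the latter (odds ratio 0.4, Fisher's exact test adjusted p = 1.2e-76), and NF-kB motifs in 9.7% and 13.4% (0.69, adjusted p = 7.8e-12). AP-1 motifs were similar at 44.8% and 45.9% (0.96). CTCF motifs (2.8% and 0.5%, odds ratio 5.6, and 3.91 when matched on GC content, width and mean CPM) and KLF and SP motifs (4.8% and 1.2%, 4.21, and 2.05 when matched) were richer in the OCRs that closed after 8 h. OCRs that opened only after 8 h (7389) held fewer AP-1 motifs than those kept open (22.1%, odds ratio 0.33, Fisher's exact test adjusted p = 4.9e-282), whereas IRF motifs reached 20.1% (0.98, and 1.27 when matched). These late OCRs were also richer than those kept open in CTCF motifs (2.3%, odds ratio 4.55, and 4.72 when matched). The same held for KLF and SP motifs (5.3%, 4.62, and 3.29 when matched). Of the OCRs not called at 8 h, 3.84% held CTCF, 7.24% KLF and SP, 9.49% IRF and 9.65% NF-kB motifs. All 3 classes lay below these shares for CTCF and for KLF and SP, and the OCRs kept open lay lowest. For IRF and NF-kB the OCRs that closed after 8 h lay near these shares, and those kept open lay above them. These classes were not tested against OCRs not called at 8 h.

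GC content, width and abundance of the OCRs were argued against as the whole cause of the IRF and NF-kB motif difference. Within strata of these, the odds ratio was 0.5 for IRF (95% interval 0.45 to 0.56) and 0.51 for NF-kB (0.45 to 0.57). A candidate explanation is that factors binding IRF and NF-kB motifs help to keep some OCRs open, and this was not tested with binding data. Several family members share each motif, so no single factor can be named. The classes were formed under TMM scaling only. OCRs closed from 8 h to 24 h numbered 2734 with only the OCRs that the authors tested and 33642 with TMM on OCRs below the median abundance. Whether the motif differences hold in those settings, or whether background reads at 24 h enter the classes, was not tested.

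Weak OCRs gained and strong OCRs lost signal from 8 h to 24 h. After thinning to equal depth the difference between the medians of the weakest and the most abundant decile was 1.29, against 1.33 before. Thinning keeps the expected share of each OCR in a library. It therefore argues only against an effect of unequal read numbers on the estimates, and cannot decide on other library differences that go with depth. More background reads in the 24 h libraries stays open. Distal OCRs of the most abundant decile with a CTCF motif, which is bound in most cell types, had a median log2 fold change of -0.5 (95% interval -0.55 to -0.45 by 2000 resamples, n = 271), close to the -0.57 of other distal OCRs of that decile, as such a background could give. The share of reads held by a fixed number of the strongest OCRs was 10.5 to 11.7% per library at 24 h. It was 11.8 to 12.7% at 8 h and 13.9 to 15.3% in unstimulated libraries. These shares cannot separate background reads from a true change. A true change of chromatin by 24 h was not tested and stays open too. The low-count filter kept OCRs with a CPM above 1 in only 2 libraries, so weak OCRs could enter through 24 h libraries alone. Leaving out replicate 2 or 3 of the 24 h group left 161746 or 163465 OCRs tested. Leaving out an unstimulated or 8 h library left 168640 to 169896. Without the filter 14081 OCRs opened and 13084 closed. How much of the gain of weak OCRs comes from this selection was not tested.

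Promoter OCRs closed more often than distal OCRs from unstimulated to 24 h (odds ratio 1.77). Within deciles of mean CPM the odds ratio was 0.56, so that the higher abundance of promoter OCRs could account for the direction. The trend of fold change with abundance from unstimulated to 24 h, given above, may therefore also enter this result, and a biological explanation was not tested.

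The 6 libraries of a comparison allow 10 splits into groups of 3, too few for a share under 0.05. Fitted on those libraries alone, the real split called 38598 OCRs for 8 h against unstimulated, 28330 for 24 h against 8 h and 51905 for 24 h against unstimulated, and the highest count of the other splits was 0 in each, so that 1 of the 10 splits reached the real count each time.

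The number of OCRs called at 8 h was 39807. That is higher than the value quoted from the study above. Between 8 h and 24 h, 26051 OCRs were called. That is higher than the quoted value. In that step 15445 opened. That, too, is higher than the quoted value. In the same step 10606 closed. That again exceeds the quoted value. These counts cover 170767 OCRs, a larger set than the 76427 OCRs of the deposited tables. Limited to that smaller set and with TMM factors recomputed on it, which also changes the scaling, 24611 OCRs were called at 8 h, and 9574 were called and 2734 closed between 8 h and 24 h. Those 3 counts are lower than the quoted values. In that setting 6840 opened between 8 h and 24 h. That stays higher than the quoted value. On the same set scaled to the deposited fold changes 5098 opened and 4671 closed in that step. The quoted values hold more reduced than more open OCRs for this step. Here opened OCRs were the majority of calls in the main fit (59.3%) and in these settings (71.4% and 52.2%). They were the minority with DESeq2 (36.9%) and with TMM on OCRs below the median abundance (14.8%), so the direction was not settled.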
